A study of Mus musculus with 18 samples.

How the data were processed

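RNA was measured in 18 libraries of bone marrow-derived macrophages, 3 per group, from mice of 3 Atg16l1 genotypes that were mock treated or inoculated with Salmonella. Per the labels' protocols, total RNA was isolated with a column kit including a DNase step, and libraries were made with the NuGEN Ovation Ultralow V2 kit, which is built for small amounts of RNA. The aligner, the counting tool, the genome build and the annotation are not given in the sources used here. Library and sequencing batches are not given either. The numbered column names of the deposited table run by genotype, T/T first, then T/A, then A/A. Mock and infected libraries alternate in T/T and T/A, while in A/A all mock libraries come before the infected ones. Whether these numbers follow the order of processing is not given. An effect of such an order could not be told apart from genotype.

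The deposited table holds a signal per gene and library, deposited as normalized counts. No label or header used here states how the authors normalized them. In each library the values are whole multiples of a single step, as read counts divided by a size factor would be. Dividing by the step gave whole reads for 100% of values within a tolerance of 0.01 reads, with a largest deviation of 0.000359. The steps matched median-of-ratios size factors recomputed from these 18 libraries, with a largest relative difference of 1.5e-10. The size factors ranged from 0.5757 to 1.682. The table lists 14925 entries, of which 136 carry no gene name and hold 0.241% to 0.594% of a library's normalized counts. These were left out. Another 20 entries have names in the form of dates, as a spreadsheet writes them, and were kept as they stand. Each listed gene is above 0 in at least 7 libraries, so genes expressed in few libraries are not analysed here. Gene names were used as the table gives them, with dots in place of hyphens. All columns of values were mapped to a library by the sample titles.

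Median-of-ratios scaling sets the middle of the gene distribution equal across libraries. It assumes that most genes do not change, while infection changed 61.8% to 65.3% of them here, so a fold change is relative to that middle. Normalization also removes depth from the values without removing its effect on precision. The recovered reads per library were therefore used to judge it. The log2 changes of genes with few reads are understated by the pseudocount.

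The main test was limma 3.58.1 in R 4.3.3, with an empirical Bayes trend, on log2(value + 1). All 18 libraries were fitted with a mean per group, which left 12 residual degrees of freedom. Genes with a mean over all libraries of at least 5 were tested, 14655 in number. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 within a contrast. The 13 contrasts are infection within each genotype, the pairwise genotype differences in mock and in infected cells, T/A against the mean of both homozygotes in each treatment, and the interactions of T/A and of A/A with infection against T/T. The shares of treatment and genotype in the total sum of squares were tested by 100000 permutations, each factor permuted within the other. The share of their interaction was not tested. Because 3 against 3 libraries allow 10 splits, an exact test of 1 gene could not reach p = 0.05.

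The design, the contrasts, most alternatives and the rule for the genes to be named were fixed before the data were examined. The rule takes the genes with the largest changes, 5 up and 3 down for infection in T/T and 3 up and 3 down elsewhere. They must be called, with a mean over the libraries compared above the median of all tested genes and, except for interactions, with every library of a group on the same side of every library of the other. It adds Atg16l1, the sex-linked genes, and Tnf, Il1b, Il6, Cxcl1, Cxcl2, Nos2, Ifnb1, Ifit1, Cxcl10, Sqstm1 and Map1lc3b. Genes of a count of 5 or fewer were named in addition.

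Fixed lists of 30 inflammatory, 33 interferon and 42 autophagy genes were tested with limma's camera at a preset correlation of 0.01, and again with fry and with an estimated correlation. The 39 tests were adjusted together by Benjamini-Hochberg. Lists of 10 macrophage, 12 neutrophil, 10 dendritic cell, 12 lymphocyte, 10 stromal, 8 erythroid and 16 cell cycle genes describe cell types in the libraries, of which 10, 12, 7, 7, 10, 2 and 16 were among the tested genes. Of a list of 5 sex-linked genes, only Xist was among them.

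As alternatives, pseudocounts of 0.5 and 5, no filter or a minimum mean of 20, TMM scaling, quantile normalization, only the groups compared, a replicate block, and each library left out were run. Libraries with the same replicate number in the labels were checked for shared deviations from their group means. All 3 pairs correlated over 0.1 for infection in T/T (r = 0.171 to 0.260), infection in T/A (0.154 to 0.343) and infected T/A against A/A (0.182 to 0.344). The numbers were taken to pair the libraries in these 3 comparisons, although no label says what a number shares. No chance level is given for that cut-off, and A/A mock and infected libraries of the same number correlated at -0.24, 0.17 and -0.12. The pairing is therefore an assumption. The replicate block adds a single effect per number, common to all groups in the fit. The count tests edgeR 4.0.16 (quasi-likelihood) and DESeq2 1.42.0 were run on the recovered reads. For infection in T/T, edgeR called 9127 genes and DESeq2 9327. A GC correction (a spline with 5 degrees of freedom per library), library weights, reads thinned to 15 M per library and T/T infected cells reduced to replicate 2 were added after the data were seen. So were the replicate block with the GC correction and the block with thinned reads, for infected T/A against A/A. GC content came from GENCODE M21 transcripts and was found for 98.74% of symbols. The order of neighbouring genes came from the RefSeq table for GRCm38.p6, and no coordinates are given because the authors' build is not given.

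The main fit, edgeR, DESeq2, the replicate block and the GC correction were tested on simulated reads with 200 changed genes, and the other alternatives were not. For infection in T/T, limma called 71% of the changed genes among 14621 tested, with 2.74% false calls, and DESeq2 80.5% with 20.7% false calls. For the interaction of A/A, limma called 45% of the changed genes among 14615 tested, with 7.22% false calls, and DESeq2 59.5% with 17.9%. Genes were drawn independently, with the same dispersion in every group and equal means apart from the 200 genes. In the real data 62.7% of genes were called for infection in T/T, and that infected group was the most dispersed. These rates therefore do not carry over to the real contrasts. As a check for a library deposited under 2 names, replicates of a group were compared, and no pair agreed within sampling noise (chi-square per degree of freedom of at least 12.1).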

Results

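Gene expression was measured by RNA sequencing in bone marrow-derived macrophages, cells grown out of mouse bone marrow into macrophages in culture. The mice carried 3 genotypes of the autophagy gene Atg16l1, called T/T (wild type), T/A (heterozygous) and A/A below, where A is the allele linked to Crohn's disease risk. Cells of each genotype were mock treated or inoculated with Salmonella at a multiplicity of infection of 100 bacteria per cell and taken after 2 hours. This gave 6 groups of 3 libraries, 18 in all. The design asks how infection changes expression in each genotype, how the genotypes differ in mock treated and in infected cells, whether heterozygous cells stand apart from both homozygotes, and whether the response to infection depends on genotype.

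The reads recovered per library ranged from 16.1 to 48.5 M in mock and from 15.9 to 35.8 M in infected cells. Depth differed between genotypes. The A/A infected libraries held 18.1 ± 2.07 M reads (SD, n = 3), the T/A infected libraries 29.7 ± 6.13 M and the T/T infected libraries 29.8 ± 2.41 M. Among mock libraries the means were 22.9 ± 6.48 M for A/A, 29.1 ± 2.03 M for T/A and 36.9 ± 12.2 M for T/T (SD, n = 3). Expression values are normalized counts, and 14655 genes with a mean of at least 5 were tested. Xist was read in all 18 libraries, at 931 to 3764 normalized counts. Ddx3y, Eif2s3y, Kdm5d and Uty were not analysed here, and no label used here gives the sex of the mice.

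Treatment separated the libraries along the leading axis of variation. The first principal component held 66.5% of the variance, the next 10.2% and the next 6.36%. Treatment took 65.2% of the sum of squares over all tested genes (permutation test, p = 0.00026, 100000 permutations), genotype 7.37% (p = 1e-05, the smallest these permutations can give) and their interaction 5.14%, which was not tested. Treatment was permuted within genotype, which allows few distinct arrangements, so the labelled one and its full swap recur among the permutations. The p-values therefore do not rank treatment and genotype. The share of treatment moved most with a pseudocount of 5, to 73.5%. The T/T infected group was the most dispersed: its replicates 1 and 3 lay at 47.4 and 140 on the second component and replicate 2 at -17.5, beside the T/A and A/A infected libraries at -36.9 to -26.1.

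**Figure D1:**
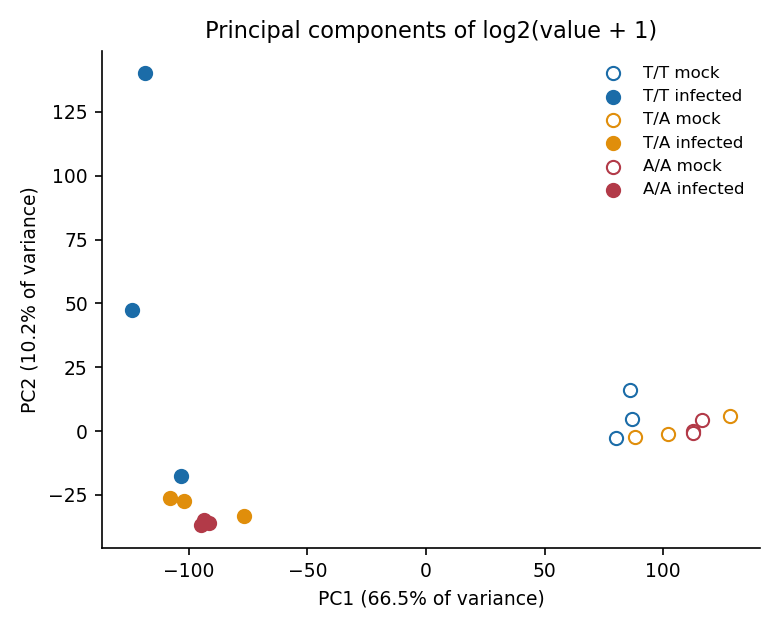
Each point is 1 library placed by its first 2 principal components, PC1 and PC2, computed on log2(value + 1); open points are mock and filled points infected libraries, coloured by genotype. Mock libraries lie right of 0 and infected libraries left of it on PC1 (66.5% of the variance), and T/T infected replicates 1 and 3 lie apart at 47.4 and 140 on PC2.

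Genes typical of cell types differed with treatment. The mean log2 level of 10 macrophage genes lay between 14.8 and 15.2 in mock libraries and between 10.9 and 12.6 in infected libraries. The mean of 10 stromal genes lay between 8.98 and 10.7 in mock and between 12.9 and 13.2 in infected libraries. Mitochondrial genes took 1.12% to 1.79% of normalized counts in mock and 6.88% to 17.0% in infected libraries. T/T infected replicates 1 and 3 held 859 and 1182 genes at 0, against 129 in replicate 2 and 7 to 87 in the 6 other infected libraries. The infection effects reported for single genes were measured across these differences.

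**Figure D2:**
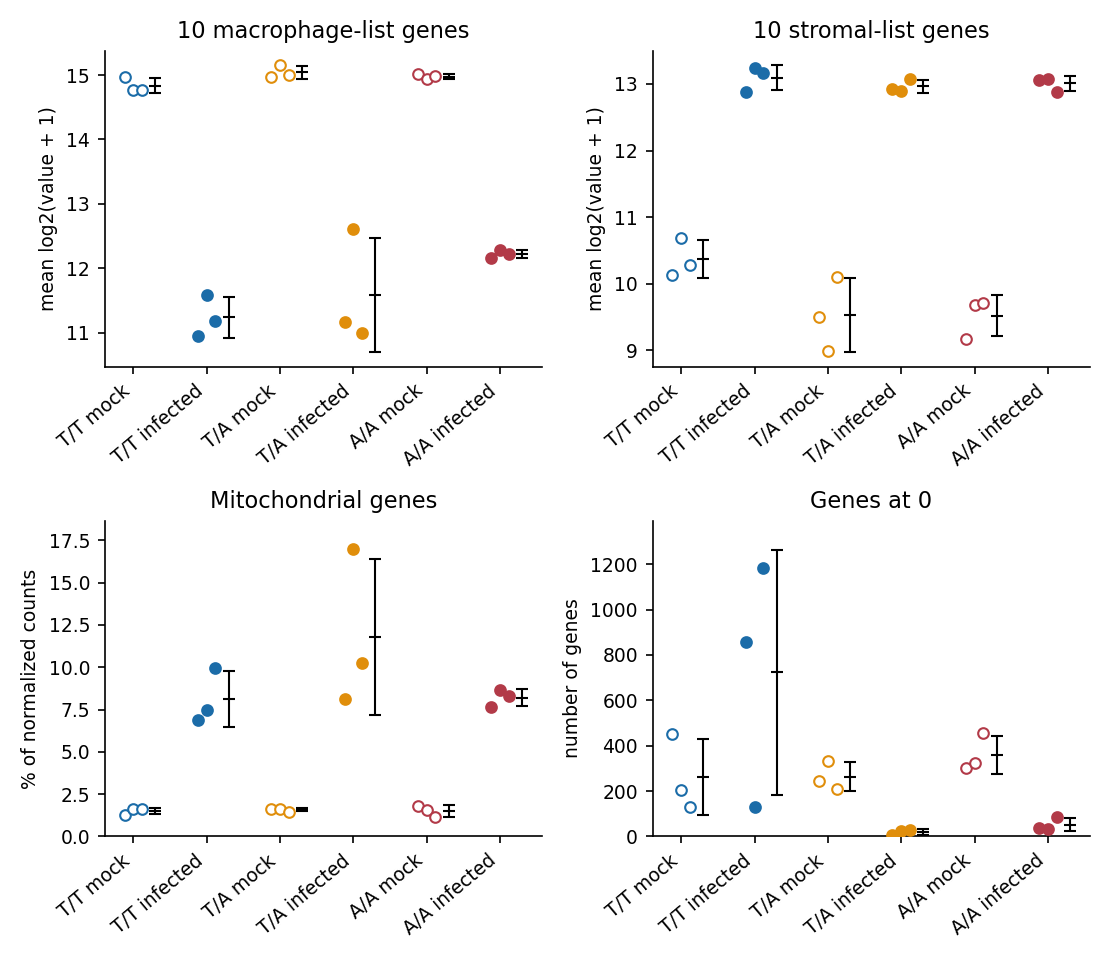
Each point is 1 library (open mock, filled infected; black marks give the group mean and SD, n = 3): the mean log2(value + 1) of 10 macrophage and of 10 stromal genes, the percent of normalized counts on mitochondrial genes, and the number of genes at 0. Infected libraries lie lower on macrophage genes (10.9 to 12.6 against 14.8 to 15.2) and higher on stromal genes in all 3 genotypes, and T/T infected replicates 1 and 3 hold 859 and 1182 genes at 0.

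The edited gene was examined before any other. The Atg16l1 level does not read which allele is present, so it does not check the genotype labels. In mock cells it was 848 ± 50.3 in T/T, 904 ± 31.1 in T/A and 952 ± 68.8 normalized counts in A/A (SD, n = 3), with no difference past the threshold (limma, adjusted p 0.489 or higher). In infected cells it was 621 ± 87.2 in T/T, 673 ± 32.9 in T/A and 830 ± 54.0 in A/A. Only the infected A/A and T/T groups differed, by 0.43 on the log2 scale (SE 0.12, limma adjusted p 0.0134). That call was lost without T/T infected replicate 1 (0.30) or A/A infected replicate 1 (0.37), with only the groups compared (0.43), with library weights (0.37) and with T/T infected replicate 2 alone (0.29). Infection lowered Atg16l1 by 0.46 in T/T (log2 -0.46, limma adjusted p 0.00315) and -0.43 in T/A (limma adjusted p 0.00532), and the change of -0.20 in A/A did not pass (limma adjusted p 0.156). The call in T/T was lost with only the groups compared (-0.46) and with T/T infected replicate 2 alone (-0.32), and library weights called the change in A/A (-0.23) and the infected T/A and A/A difference (-0.25). The change in A/A was not shown to differ from that in T/T (interaction 0.26, limma adjusted p 0.391).

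**Figure D3:**
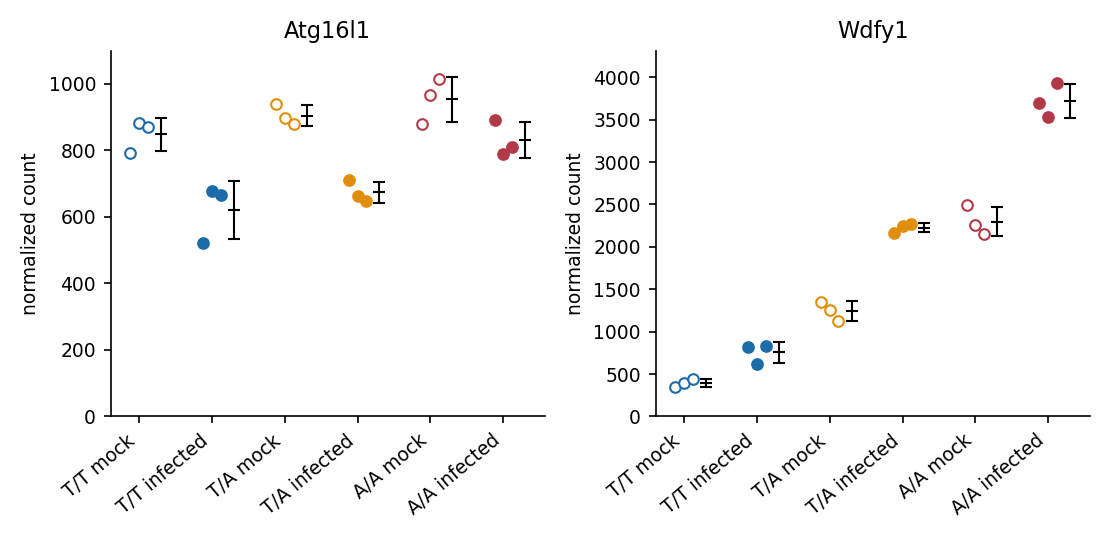
Normalized counts of Atg16l1 and Wdfy1 in each library (points, open mock, filled infected), with the group mean and SD (n = 3) in black. Wdfy1 means rise from 395 in T/T to 1246 in T/A and 2299 in A/A mock cells, and from 754 to 2228 and 3717 in infected cells, with no overlap between genotypes within a treatment, while Atg16l1 lies between 520 and 1014 throughout.

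Infection changed most tested genes in every genotype. In T/T, 9184 genes passed the threshold, 4404 higher and 4780 lower. In T/A there were 9061, with 4793 higher and 4268 lower, and in A/A 9572, with 4965 higher and 4607 lower. The larger side turned in each genotype under some alternatives, as under quantile normalization, with 4573 higher and 4545 lower in T/T, 4638 and 4883 in T/A and 4634 and 5254 in A/A. A count of 6136 genes in T/T, 6032 in T/A and 6481 in A/A also changed by at least 1 on the log2 scale. In all 3 genotypes 6979 genes were called in the same direction, 3594 higher and 3385 lower. Genes called in opposite directions numbered 8 between T/T and T/A, 22 between T/T and A/A and 1 between T/A and A/A. Across genes, which are not independent replicates, the infection effects correlated at r = 0.879 for T/T and T/A, 0.869 for T/T and A/A and 0.949 for T/A and A/A. Among the alternatives, library weights raised the A/A count most, to 11588, and fitting only the 2 groups compared lowered the T/T count most, to 7078.

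Among genes that met the naming rule, the largest rises in T/T with infection were in genes for secreted factors. Csf2 rose from 2.14 ± 2.08 to 949 ± 155 normalized counts (SD, n = 3), a log2 change of 8.52 (SE 0.67, limma adjusted p 1.83e-08). Il6 rose from 43.0 ± 19.8 to 7960 ± 651, or 7.58 (SE 0.44, limma adjusted p 1.18e-09). Cxcl1 rose from 215 ± 49.8 to 40665 ± 2392, or 7.58 (SE 0.46, limma adjusted p 1.53e-09). Ccl20 rose by 7.41 (limma adjusted p 2.46e-07) and Lif by 5.69 (limma adjusted p 2.74e-09). The largest falls by rule were in B3gnt8, Depdc7 and Ptpro. They were -7.49, -7.33 and -7.30 (limma adjusted p 5.30e-06, 9.64e-05 and 1.34e-06). The size of these 3 falls rests on 2 libraries: Depdc7 was at 0 in T/T infected replicates 1 and 3 and at 176 in replicate 2, and B3gnt8 read 0, 70.8 and 0.882. In T/A and A/A the change of Ptpro was -4.48 and -3.75, which was not shown to differ from that in T/T (interactions 2.83 and 3.56, limma adjusted p 0.389 and 0.138). All 8 genes stayed called in T/T in each of the 6 fits that left out a library.

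Of the 11 cytokine, interferon and autophagy genes fixed in advance, 10 passed in T/T, 8 in T/A and 10 in A/A, and the same numbers passed when adjusted over the list alone. Tnf rose by 2.02 in T/T (limma adjusted p 0.00257) and by 3.30 in A/A (limma adjusted p 2.89e-05), while its rise of 0.97 in T/A did not pass (limma adjusted p 0.112). Il1b behaved alike, with 3.89 in T/T (limma adjusted p 9.82e-04), 3.93 in A/A (limma adjusted p 8.79e-04) and 1.78 in T/A (limma adjusted p 0.0874). With T/T infected replicate 2 alone the call of Tnf in T/T was lost, at 0.82. T/A mock replicate 3 held 6042 Tnf and 3963 Il1b normalized counts, against 1157 to 1732 and 86.2 to 1039 in the other T/A mock libraries. Without that library Tnf (1.67) and Il1b (3.02) were called in T/A, as they were with library weights (0.97 and 2.34). Ifnb1 rose by 4.46 in T/T, 5.60 in T/A and 9.08 in A/A (limma adjusted p 0.00177, 2.54e-04 and 1.46e-06). The rise in T/T rests on 988 and 899 normalized counts in infected replicates 1 and 3, against 25.5 in replicate 2, and with replicate 2 alone it was 1.02 and no longer called. Ifit1 passed in A/A, at 2.43 (limma adjusted p 6.98e-04). Its change of 0.63 in T/T became -0.42 with library weights. It was called lower with T/T infected replicate 2 alone (-1.13) and higher without that replicate (1.504). In T/A its change of 0.89 was called with only the groups compared (0.89) and with T/T infected replicate 2 alone (0.89). Sqstm1 fell in T/T (-0.82, limma adjusted p 0.00543) and T/A (-0.89, limma adjusted p 0.00317), and the call in T/T was lost with T/T infected replicate 2 alone (-0.68). Its change in A/A, -0.28, was 0.032 under quantile normalization. Map1lc3b fell in all 3 genotypes (-0.76, -0.63 and -0.62). None of these genes had an interaction past the threshold of limma when adjusted over all genes. Over the list alone Cxcl1 passed for the T/A interaction (-2.77, limma adjusted p 0.132 over all genes and 0.00571 over the list), and none for that of A/A.

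**Figure D4:**
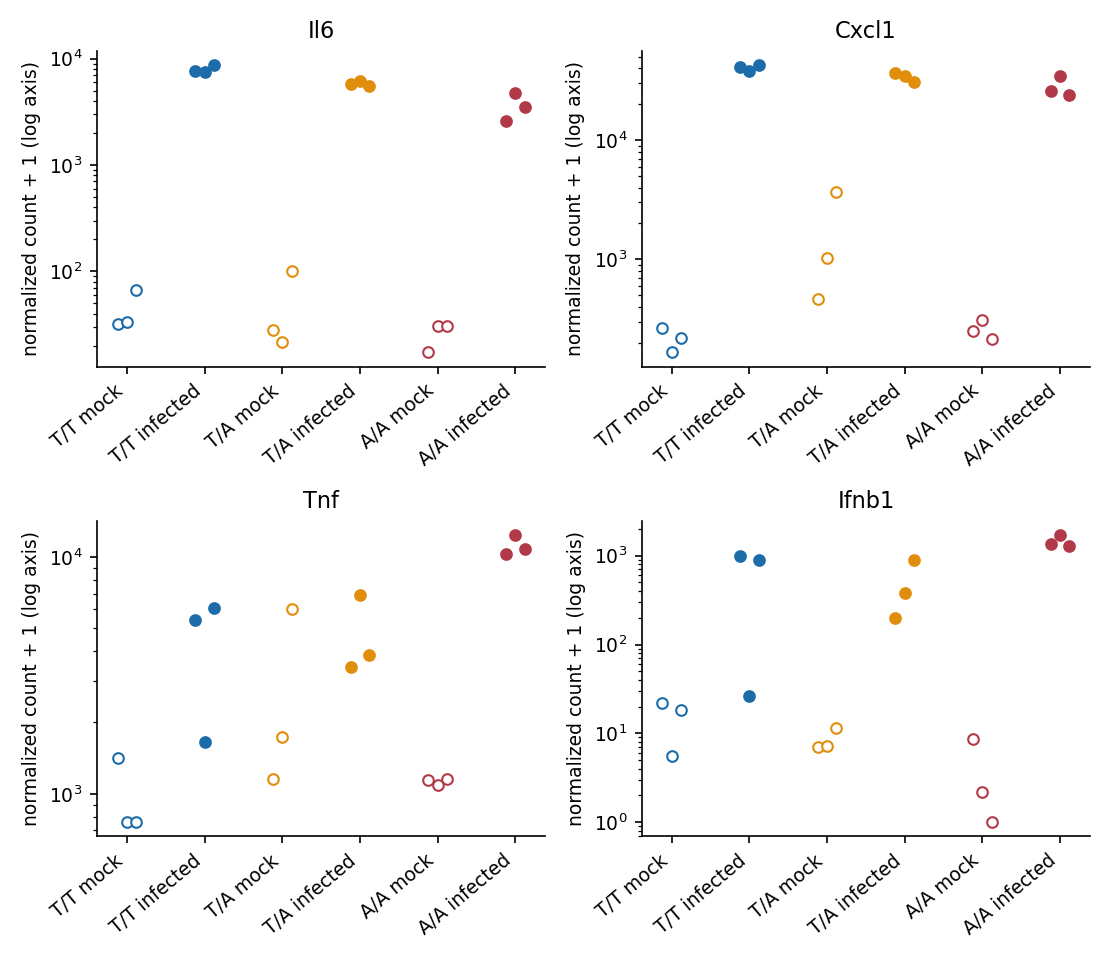
Normalized counts plus 1, on a log axis, of Il6, Cxcl1, Tnf and Ifnb1 in each library (open mock, filled infected). Every infected library lies above every mock library of its genotype for Il6 and Cxcl1, while T/A mock replicate 3 (6042) lies inside the range of the infected T/A libraries for Tnf and T/T infected replicate 2 (1654) lies below it.

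Fixed lists of inflammatory, interferon and autophagy genes were tested with limma's camera in all 13 contrasts, a family of 39 tests. The inflammatory list of 30 genes rose with infection by a median of 3.05 in T/T (camera adjusted p 2.11e-07), 1.93 in T/A (0.00600) and 3.93 in A/A (2.11e-07). Of its genes 23, 22 and 23 were called, and 25, 22 and 25 when adjusted over the list alone. The autophagy list of 42 genes fell by a median of -0.74, -0.91 and -0.94 (camera adjusted p 4.18e-05, 4.82e-06 and 8.99e-06), with 36, 36 and 33 genes called, the same as when adjusted over the list alone. The interferon list of 33 genes had medians of -0.43, -0.19 and 0.49 and did not pass in any genotype (camera adjusted p 0.171, 0.0816 and 0.758). Its called genes numbered 20, 18 and 23, likewise over the list alone. Camera called it in T/T without T/T infected replicate 3 (-0.69) and in T/A without T/A infected replicate 2 (-0.27). Over all contrasts camera made 20 calls. Of these, 8 held under fry, namely the 6 infection calls, the autophagy list in mock A/A against T/T and the inflammatory list in mock T/A against both homozygotes. Only the 3 autophagy calls with infection held with an estimated correlation between genes. The inflammatory call in T/A was lost without T/A mock replicate 1, at a median of 1.26.

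In mock treated cells, T/A differed from T/T in 175 genes, 45 higher and 130 lower. The count depended on single libraries: it was 2 without T/T mock replicate 1, 360 without replicate 2, 10 without replicate 3, and 321, 9 and 297 without T/A mock replicates 1, 2 and 3. Fitting only these 6 libraries left only Wdfy1 called (1.66), and none of the 6 genes named by rule. With library weights the calls of Cdc42ep2, Slc2a6 and Vcan were lost. Cxcl1 was highest by rule, at 1708 ± 1696 against 215 ± 49.8 normalized counts (SD, n = 3; log2 2.50, SE 0.46, limma adjusted p 0.0181). Cdc42ep2 (2.12, limma adjusted p 0.0427) and Slc2a6 (2.10, limma adjusted p 0.0238) followed. Ankrd1 (-1.51, limma adjusted p 0.0153), Enah (-1.35, limma adjusted p 0.0181) and Vcan (-1.33, limma adjusted p 0.0181) were lowest by rule. Of these 6 genes, 0 stayed called by limma in each of the 6 fits that left out a library. Leaving out T/T mock replicate 1 removed all 6 calls, replicate 2 that of Cdc42ep2, replicate 3 those of Cxcl1, Cdc42ep2, Slc2a6, Ankrd1 and Enah, and T/A mock replicate 2 those of Cxcl1, Cdc42ep2, Slc2a6, Enah and Vcan. T/A mock replicate 3 removed that of Cdc42ep2. Cxcl1 ranged from 1.70 to 3.18 over these fits. Of the fixed genes 1 passed (Cxcl1), and 2 when adjusted over the list alone (Cxcl1 and Cxcl2).

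Mock A/A differed from mock T/T in 450 genes, 44 higher and 406 lower. Leaving out a library moved this count to 87 (T/T mock replicate 1), 1171 (replicate 2) or 198 (replicate 3), and to 191, 154 or 151 for A/A mock replicates 1, 2 and 3. Wdfy1 rose most by rule, from 395 ± 51.0 to 2299 ± 176 normalized counts (SD, n = 3). Its log2 change was 2.54 (SE 0.13, limma adjusted p 1.06e-08). Col18a1 (1.08, limma adjusted p 0.00957) and Bcl3 (1.07, limma adjusted p 0.0165) followed. Ccl7 (-1.73, limma adjusted p 0.0229), Enah (-1.64, limma adjusted p 0.00358) and Grb14 (-1.48, limma adjusted p 0.00539) were lowest by rule. Wdfy1, Enah and Grb14 stayed called in each of the 6 fits that left out a library. Col18a1 was lost without T/T mock replicate 1 (1.03) and with only the groups compared (1.08). Bcl3 was lost without T/T mock replicate 1 (0.92) or 3 (1.03) and without A/A mock replicate 2 (1.08) or 3 (0.99). Ccl7 was lost without T/T mock replicate 1 (-1.74) or 3 (-1.38) and without A/A mock replicate 1 (-1.62), 2 (-1.78) or 3 (-1.80). None of the 11 fixed genes passed with limma or over the list alone. The stromal list was lower in A/A mock cells, with a median of -0.77 and 10 of 10 genes lower.

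Mock T/A and A/A differed in 0 genes with limma, with 462 genes at an unadjusted p under 0.05; edgeR called 0 and DESeq2 17. Leaving out T/A mock replicate 1 gave 31 calls, and leaving out A/A mock replicate 1 or 2 gave 1. Over the list alone 2 of the fixed genes passed, Cxcl1 and Cxcl2. T/A against both homozygotes gave 0 genes in mock cells with limma, with 708 at an unadjusted p under 0.05; edgeR called 5 and DESeq2 86. Without T/A mock replicate 1 there were 102. Over the list alone Cxcl1 and Cxcl2 passed here too. No gene met the naming rule in either contrast.

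In infected cells, T/A differed from T/T in 510 genes, 285 higher and 225 lower. The higher share of 55.9% became 37.6% under quantile normalization and 38.4% after a GC correction. The balance also turned without T/A infected replicate 1 (93 higher, 95 lower) or 2 (46 and 71), with edgeR (190 and 214), a minimum mean of 20 (196 and 218), library weights (76 and 77) and only the groups compared (3 and 10). It leaned further to the higher side without T/T infected replicate 2 (1441 and 472) and with that replicate alone (45 and 5). The count was 1913 without T/T infected replicate 2 and 188, 117 and 174 without T/A infected replicates 1, 2 and 3. Wdfy1 rose by 1.57 (SE 0.13, limma adjusted p 1.79e-05), from 754 ± 121 to 2228 ± 55.0 normalized counts (SD, n = 3). S100a8 (1.54, limma adjusted p 0.0365) and Atp5k (1.35, limma adjusted p 0.0187) followed by rule. Il11 (-1.59, limma adjusted p 0.0251), Chst11 (-1.42, limma adjusted p 0.00288) and Egr3 (-1.36, limma adjusted p 0.0149) were lowest by rule. Only Wdfy1 and Chst11 of these 6 stayed called in each of the 6 fits that left out a library. Without T/T infected replicate 1 the calls of S100a8, Atp5k and Il11 were lost, without replicate 3 that of S100a8, without T/A infected replicate 1 or 2 those of S100a8, Atp5k, Il11 and Egr3, and without T/A infected replicate 3 those of S100a8 and Il11. S100a8 ranged from 1.18 to 1.91. With only the groups compared and with T/T infected replicate 2 alone, the calls of S100a8, Atp5k, Il11 and Egr3 were lost, with library weights those of S100a8, Il11 and Egr3, and with edgeR that of S100a8. None of the 11 fixed genes passed, with limma or over the list alone. The direction of several depended on single libraries, as Tnf at 0.24 became -0.36 without T/T infected replicate 2 and -0.067 without T/A infected replicate 2. Ifit1, at -0.22, was called without T/T infected replicate 2 (-1.10) and turned to 0.29 without replicate 1.

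A/A and T/T infected cells differed in 4607 genes, 2776 higher and 1831 lower. The higher share of 60.3% became 43.1% after a GC correction, with 1205 higher and 1592 lower. Leaving out A/A infected replicate 1 gave 2988 calls. Oasl1 was highest by rule, at 5759 ± 301 against 1581 ± 1314 normalized counts (SD, n = 3). Its log2 difference was 2.71 (SE 0.75, limma adjusted p 0.0129). T/T infected replicate 2 held 130 of Oasl1, and without it the difference was 1.34. Ltf (2.42, limma adjusted p 0.00281) and Wdfy1 (2.31, limma adjusted p 4.80e-08) followed. Ppp2cb (-2.37, limma adjusted p 0.00415), Ighm (-2.23, limma adjusted p 0.00614) and Fam8a1 (-1.99, limma adjusted p 1.01e-05) were lowest by rule. All 6 stayed called in each of the 6 fits that left out a library. Oasl1 was lost with only the groups compared (2.71) and after the GC correction (2.22), and Ltf (1.25) and Ighm (-1.92) with T/T infected replicate 2 alone. Of the fixed genes Tnf (1.55, limma adjusted p 0.0309) and Il6 (-1.18, limma adjusted p 0.0491) passed, and 0 when adjusted over the list alone with limma's p-values. Tnf was lost without T/T infected replicate 2 (0.95) and without A/A infected replicate 1 (1.60), 2 (1.47) or 3 (1.57), by edgeR (1.35) and DESeq2 (1.34), and after the GC correction (1.24). Il6 was lost in each such fit but that without A/A infected replicate 2, over a range of -1.40 to -0.96, and after the GC correction (-0.85), with library weights (-0.97) and with TMM scaling (-1.16). It was also lost with a pseudocount of 0.5 (-1.18), with DESeq2 (-1.14) and with T/T infected replicate 2 alone (-1.11). Calls were gained for Ifnb1 without T/T infected replicate 1 (3.22) or 3 (3.16), with library weights (3.83) and with T/T infected replicate 2 alone (5.77). They were gained for Cxcl10 without replicate 3 (2.34), with library weights (2.65) and with replicate 2 alone (3.67), for Cxcl1 with only the groups compared (-0.55) and for Sqstm1 with edgeR (0.62), DESeq2 (0.62), TMM scaling (0.64), quantile normalization (0.62), a pseudocount of 5 (0.62), a minimum mean of 20 (0.62), only the groups compared (0.62) and thinned reads (0.63). Ifit1, at 0.80, turned to -0.073 without T/T infected replicate 2 and was called with that replicate alone (2.56).

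T/A and A/A infected cells differed in 215 genes, 177 higher and 38 lower in T/A. The balance turned to 86 higher and 218 lower without T/A infected replicate 2 and to 1938 and 2118 with library weights. With the replicate number as a block, taken to pair these libraries, 100 genes were called, 83 higher and 17 lower. The fold changes followed GC content across 10272 genes (Spearman's rho = -0.69, across genes, which are not independent replicates), and after each library's trend on GC was removed limma called 0 with or without the block, with edgeR on uncorrected reads calling 14 and DESeq2 1359. At an unadjusted p under 0.05 there were 3132 genes with the block, 1443 with the block and the correction, and 3098 with neither. Thinned reads left 206 calls without the block, 189 of them among the 215, and 1 with it (Usp9x), with 3067 genes at an unadjusted p under 0.05. Mrps18c (1.07, limma adjusted p 0.0354), Uqcrb (1.01, limma adjusted p 0.0354) and Snrpe (0.99, limma adjusted p 0.0385) were highest by rule. Arc (-1.33, limma adjusted p 0.0385), Daxx (-1.05, limma adjusted p 0.0385) and Grn (-0.98, limma adjusted p 0.0477) were lowest by rule. Of these 6, 0 stayed called by limma in each of the 6 fits that left out a library, after the GC correction, or with the block and thinned reads. With edgeR the calls of Snrpe, Daxx and Grn were lost, and that of Grn with TMM scaling and with only the groups compared. The count was 0 without T/A infected replicate 1, 1 without replicate 3, 0 without A/A infected replicate 1 and 69 without replicate 2. None of the fixed genes passed with limma or over the list alone.

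T/A infected cells differed from the mean of both homozygotes in 3 genes. None of them met the naming rule, so they were chosen for naming after their values were seen. Bbs10 held 32.2 ± 13.7 normalized counts in T/A and 15.5 ± 2.88 in A/A, and Zfp273 27.5 ± 19.1 and 12.4 ± 3.13 (SD, n = 3). Both were at 0 reads in all 3 T/T infected libraries. Rnf44 was lower, at 133 ± 9.91 in T/A, 186 ± 14.3 in A/A and 344 ± 16.4 in T/T (log2 -0.92). The limma adjusted p was 0.0280 for each of the 3 genes. The count was 264 without T/T infected replicate 2, 10 without A/A infected replicate 3 and 0 without T/A infected replicate 1 or 3 or A/A infected replicate 1 or 2. Without T/A infected replicate 2 it was 2, and 0 of the 3 genes stayed called by limma. All 3 calls were also lost with a pseudocount of 5, with only the groups compared and with thinned reads, those of Bbs10 and Zfp273 under quantile normalization, and that of Rnf44 after the GC correction and with T/T infected replicate 2 alone. None of the fixed genes passed with limma or over the list alone.

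The response to infection differed between T/A and T/T in 5 genes and between A/A and T/T in 86, with 36 higher and 50 lower. The 5 were D330045A20Rik, Bbs10, Zfp273, P2ry13 and Rnf44, chosen for naming after their values were seen. In T/T infected cells the first 4 were at 0 reads in all libraries, except for 1 read of P2ry13. For Rnf44 the interaction was -1.61 (limma adjusted p 0.0117). The count of 5 became 0 without T/T mock replicate 3 or T/A mock replicate 3, 1 without T/A mock replicate 2, 10 without T/T infected replicate 1, 8 without T/A infected replicate 1, 55 (21 higher, 34 lower) without T/A mock replicate 1 and 491 without T/T infected replicate 2. All 5 calls were lost with only the groups compared, all but that of Rnf44 with a pseudocount of 5 and under quantile normalization, and that of D330045A20Rik with library weights. In A/A the largest by rule were Cnn1 (1.49, limma adjusted p 0.0402), Podnl1 (1.47, limma adjusted p 0.0489) and Dpysl3 (1.36, limma adjusted p 0.0353). The lowest were Fam8a1 (-1.70, limma adjusted p 0.0116), Rtn4 (-1.57, limma adjusted p 0.0116) and 4931406C07Rik, written with a leading X in the deposited table (-1.47, limma adjusted p 0.0353). Fam8a1 and Rtn4 stayed called in each of the 12 fits that left out a library, and the other 4 did not. Thinned reads also removed the calls of Cnn1, Podnl1 and Dpysl3, a pseudocount of 5, a minimum mean of 20 and library weights that of Podnl1, only the groups compared those of Podnl1 and 4931406C07Rik, and T/T infected replicate 2 alone those of Cnn1, Podnl1 and 4931406C07Rik. The count of 86 became 849 without T/T infected replicate 2, 53, 25 and 8 without T/T mock replicates 1, 2 and 3, 5 and 15 without A/A mock replicates 1 and 2, and 17, 56 and 12 without A/A infected replicates 1, 2 and 3. The higher share of 41.9% became 22.7% under quantile normalization and 19.8% after a GC correction. The balance turned the other way with only the groups compared (60 higher, 10 lower), with DESeq2 (445 and 268) and edgeR (58 and 53), with T/T infected replicate 2 alone (38 and 11) and without that replicate (632 and 217). It was 8 and 7 without A/A mock replicate 2.

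Between genotypes, camera called further list differences that fry mostly did not. In mock cells the inflammatory list was higher in T/A than in T/T (median 1.14, camera adjusted p 4.43e-15, fry 0.0674) and than in A/A (1.19, camera adjusted p 2.16e-23, fry 0.0994). In T/A against both homozygotes its median was 1.06 (camera adjusted p 9.40e-30, fry 0.0458). With T/A mock replicate 3 left out these medians were 0.72, 0.52 and 0.55. The autophagy list was higher in mock A/A than in T/T (0.14, camera adjusted p 0.00694, fry 0.0313), and the interferon list lower (-0.32, camera adjusted p 0.0114, fry 0.413). The latter call was lost without T/T mock replicate 3 (-0.013) or A/A mock replicate 1 (-0.25). In mock T/A against A/A the interferon list was higher (0.14, camera adjusted p 0.0136, fry 0.690), a call lost without T/A mock replicate 1 (0.11) or 2 (0.12) or A/A mock replicate 1 (0.065) or 2 (0.13). The autophagy list was lower there (-0.10, camera adjusted p 0.0355, fry 0.229), a call lost without T/A mock replicate 1 (-0.098) or 3 (-0.089) or A/A mock replicate 1 (-0.13) or 3 (-0.045). In infected cells the interferon list was lower in T/A than in T/T (-0.21, camera adjusted p 0.00252, fry 0.621) and than in A/A (-0.60, camera adjusted p 7.34e-08, fry 0.165). The first of these medians became 0.057 without T/T infected replicate 3, and its call was lost without T/T infected replicate 1 (-0.17) or T/A infected replicate 1 (-0.063). In T/A against both homozygotes the interferon median was -0.49 (camera adjusted p 1.70e-11, fry 0.254). The inflammatory list was lower in infected T/A than in A/A (-0.48, camera adjusted p 0.00204, fry 0.387). It was also lower than the mean of both homozygotes (-0.17, camera adjusted p 0.00268, fry 0.642), a call lost without T/A infected replicate 3 (-0.047). The response of the inflammatory list differed in T/A from T/T (-1.05, camera adjusted p 6.35e-13, fry 0.222), and that of the interferon list in A/A from T/T (0.70, camera adjusted p 4.34e-04, fry 0.229). The latter call was lost without T/T mock replicate 3 (0.46) or T/T infected replicate 2 (0.49). Fry made 2 calls that camera did not, both for the autophagy list in infected cells, in T/A (0.11, fry adjusted p 0.0411) and A/A (0.18, fry adjusted p 0.00347) against T/T. Median and mean differed in sign in 3 of the 39 tests and median and camera direction in 6, and camera called 0 of those 6.

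Contrasts that share the T/T libraries share their chance values. Across genes, the T/A and A/A differences from T/T correlated at r = 0.744 in mock cells, where simulated unchanged groups gave a mean of 0.592 (range 0.560 to 0.614, 100 simulations). In infected cells r was 0.851, and the simulated mean was 0.861 (range 0.845 to 0.877). Each gene was drawn independently in these simulations, so their ranges leave out deviations that the genes of a library share. They cannot show whether 0.744 in mock cells is beyond what the shared T/T libraries give by chance. In mock cells 123 genes were called in both contrasts and in infected cells 468, with 0 of opposite sign in either by limma. In 7 genes all 4 contrasts with T/T passed. Wdfy1 was higher in each, by 1.66 and 2.54 in mock T/A and A/A and 1.57 and 2.31 in infected T/A and A/A. Between T/A and A/A its difference was -0.89 in mock cells, not called (limma adjusted p 0.0521), and -0.74 in infected cells (limma adjusted p 0.0385). The mock difference was called in 8 alternatives, among them library weights (-0.85) and the fit without T/A mock replicate 1 (-0.95). The infected call was lost after the GC correction (-0.89), with the replicate block and thinned reads (-0.75), and without T/A infected replicate 1 (-0.72) or 3 (-0.75) or A/A infected replicate 1 (-0.74). Pmepa1, Fbxw7, Il11, Sfrp1, Loxl2 and Epas1 were lower in each. The T/A mean of Wdfy1 lay 44.7% of the way from T/T to A/A in mock and 49.7% in infected cells, on the scale of normalized counts.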

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

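The tests of RNA loss, GC content, single libraries, wrong labels and other splits of the samples were chosen only after the results were seen, as were the GC correction, the thinned reads and the fit on T/T infected replicate 2. Each result here was singled out because a test of the interaction found an infection response that differed between genotypes.

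The response of A/A differed from that of T/T in 86 genes. The interaction was above 0 for Cnn1 (1.49), Podnl1 (1.47) and Dpysl3 (1.36), which rose with infection in both genotypes, on the log2 scale. It was below 0 for Fam8a1 (-1.70), Rtn4 (-1.57) and 4931406C07Rik (-1.47). The mean normalized count of Fam8a1 went from 435 to 1506 in T/T and from 361 to 378 in A/A. That of Rtn4 rose from 13472 to 24066 in T/T and went from 11618 to 6978 in A/A. That of 4931406C07Rik went from 636 to 449 in T/T and from 651 to 163 in A/A. The count was between 5, without A/A mock replicate 1, and 849, without T/T infected replicate 2. GC content is argued against as the whole cause, since removing each library's trend on GC left 283 calls, with 31 of the 36 higher and 47 of the 50 lower genes among them. Thinning the reads to equal depth left 55 calls, 49 of them among the 86. Loss of RNA molecules in T/T infected replicates 1 and 3 is another technical explanation. Of the 36 genes higher in A/A, 19 were at 0 in T/T infected replicate 1 or 3 and 13 were at 0 in replicate 2. With replicate 2 alone 7 of the 36 were still called. All 36 kept their sign, and their median was 3.48 with all libraries and 3.34 with replicate 2 alone. The other 29 were no longer called, and their median went from 3.38 to 2.60. RNA loss and an effect of genotype cannot be told apart for the 36, because they were chosen in a fit that held replicate 2, which favours genes that agree in it, and the fit without the 2 libraries has fewer samples. None of the 50 lower genes was at 0 in a T/T infected library, and 10 were still called with replicate 2 alone. Chance cannot be excluded, since 11 of 100 drawn splits gave as many calls. These splits regroup the libraries within each treatment, so a genotype difference can enter them as an interaction. Its effect on that number was not tested. They can also part T/T mock and infected libraries that the replicate numbers were taken to pair, and the effect of this was not tested either. A difference in the makeup of the mock cultures was not tested as an explanation. Mock means in T/T and A/A were 541 and 313 for Cnn1, 258 and 158 for Podnl1, and 364 and 227 for Dpysl3. Infected means were 3327 and 5426, 1322 and 2174, and 2042 and 3272. For A/A against T/T the stromal list had medians of -0.77 in mock and 0.030 in infected cells, and 0.70 for the interaction. An effect of genotype on the response stays open as untested.

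The response of T/A differed from that of T/T in 5 genes. D330045A20Rik, Bbs10 and Zfp273 (limma adjusted p 0.0117 each) were at 0 reads in all T/T infected libraries, and P2ry13 (limma adjusted p 0.0167) had 1 read there, so no fold is given. Rnf44 responded by -1.61 relative to T/T. RNA loss in T/T infected replicates 1 and 3 is a technical explanation. With replicate 2 alone all 5 genes were still called, where the lone library is assumed to vary like the other groups. Such a loss would lower T/T infected counts, which argues against it for Rnf44. That gene held 327 to 359 normalized counts in T/T infected and 122 to 140 in T/A infected libraries. For the 4 higher genes that loss and an effect of genotype cannot be told apart. They were chosen in a fit that held replicate 2, where they were at 0 as well. The 4 higher genes have low counts, which limits how firmly they can be read. The count was 0 without T/T mock replicate 3 or T/A mock replicate 3, with limma, and 491 without T/T infected replicate 2. edgeR called 14 genes and DESeq2 194. Chance cannot be excluded, since 6 of 100 drawn splits gave as many calls. They regroup the libraries in the same way. They can also part mock and infected libraries that the replicate numbers were taken to pair for infection in T/T and in T/A. The effect of this was not tested. An effect of genotype stays open as untested.

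The inflammatory list responded less in T/A than in T/T by camera, with a median of -1.05. A possible explanation is T/A mock replicate 3, whose mean log2 level of these genes was 10.8, against 8.59 and 9.41 in the other T/A mock libraries. Without that library the median was -0.50. Camera still called it, as in all 22 alternatives (camera adjusted p 5.89e-25 to 1.12e-07), but fry did not call it even with all libraries. That 1 library and an effect of genotype cannot be told apart, because the median moved by about as much as it kept and camera and fry differ. The limit for taking the library as the explanation was lowered from 0.5 to 0.25 of the median after the value was seen. The share left was 0.480, so at the earlier limit that library would have been taken as the explanation. An infected library labelled mock is argued against by the macrophage mean of that library, 15.004, inside the mock range of 14.8 to 15.2 and above the infected range of 10.9 to 12.6.

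The interferon list responded more in A/A than in T/T by camera, with a median of 0.70. A possible explanation is T/T infected replicate 2, whose mean log2 level of these genes was 9.68, against 11.05 and 11.36 in the other T/T infected libraries. Without that library the median was 0.49 and camera no longer called it. The call was also lost without T/T mock replicate 3, at 0.46, and held in the other 20 of 22 alternatives (camera adjusted p 1.61e-08 to 0.183 over all 22). Fry did not call it with all libraries. That 1 library and an effect of genotype cannot be told apart, because leaving out T/T mock replicate 3 lost the call as well. A mock library labelled infected is argued against by the macrophage mean of replicate 2, 11.6, inside the infected range of 10.9 to 12.6 and below the mock range of 14.8 to 15.2.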

How the results depend on the processing

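The GC correction, library weights, thinned reads, T/T infected replicate 2 alone and the block joined with a correction were chosen after the data were seen and the other alternatives before. All of these were run, and counts are from limma unless another tool is named. Where the cause of a change is not given by the way an alternative is built, the cause was not tested.

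The counts of infection calls stayed within 1.5 times the reported count under all 14 alternatives, at 7078 to 9327 for T/T, 8470 to 10876 for T/A and 8850 to 11588 for A/A. The shares of treatment (61.3% to 73.5%), genotype (6.36% to 7.91%) and interaction (3.79% to 5.81%) moved little under the 6 alternatives run on them. Of the other counts of calls, 56 moved by more than 1.5 times, apart from those with a library left out.

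Fitting only the groups compared gave 1 gene for mock T/A against T/T, 222 for mock A/A against T/T, 13 for infected T/A against T/T, 2570 for infected A/A against T/T, 707 for infected T/A against A/A, 0 for infected T/A against both homozygotes and 0 for the T/A interaction. That fit has fewer degrees of freedom and takes the spread from the groups compared alone, while the main fit shares it over all 6 groups. Fewer degrees of freedom do not account for the rise to 707, nor for those to 10351 for infection in T/A and 10684 in A/A. The main fit may understate the spread of the T/T infected group, which was the most dispersed. This was not tested. DESeq2 called 580, 1120 and 17 genes for mock T/A against T/T, A/A against T/T and T/A against A/A. It called 1003 for infected T/A against T/T, 1359 for infected T/A against A/A, 86 and 50 for mock and infected T/A against both homozygotes, and 194 and 713 for the T/A and A/A interactions. Its false calls on simulated reads were above those of limma. edgeR called 14 genes for infected T/A against A/A, 5 and 5 for mock and infected T/A against both homozygotes and 14 for the T/A interaction.

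A pseudocount of 0.5 gave 5 genes for infected T/A against both homozygotes and 14 for the T/A interaction. A pseudocount of 5 gave 1 for mock T/A against A/A, 0 for infected T/A against both homozygotes, 1 for the T/A and 57 for the A/A interaction. A minimum mean of 20 gave 1 for mock T/A against A/A. Quantile normalization gave 1 there, 517 for infected T/A against A/A, 1 for infected T/A against both homozygotes (0 higher, 1 lower) and 1 for the T/A interaction (0 higher, 1 lower; 80.0% higher as reported). It moved the median of all genes by -0.10 for infection in T/A, -0.12 in A/A, -0.15 for infected A/A against T/T, and -0.10 and -0.17 for the T/A and A/A interactions.

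The GC correction gave 1 gene for mock T/A against A/A, 779 for infected T/A against T/T, 2797 for infected A/A against T/T, 0 for infected T/A against A/A and 283 for the A/A interaction. It moved the median of all genes by -0.12 for infected A/A against T/T and by -0.14 and -0.18 for the T/A and A/A interactions. The higher share became 100% for infected T/A against both homozygotes (66.7% reported) and 57.1% for the T/A interaction. Library weights gave 2179 for mock A/A against T/T, 11 for mock T/A against A/A, 153 for infected T/A against T/T, 4056 for infected T/A against A/A and 12 for infected T/A against both homozygotes. Thinned reads gave 0 for infected T/A against both homozygotes and 55 for the A/A interaction, 49 of them among the 86. T/T infected replicate 2 alone gave 691 for mock A/A against T/T, 1 for mock T/A against A/A, 50 for infected T/A against T/T, 1268 for infected A/A against T/T, 608 for infected T/A against A/A, 7 for infected T/A against both homozygotes, and 13 and 49 for the T/A and A/A interactions. There the lone sample is assumed to vary like the other groups.

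Outside the 3 comparisons in which every pair correlated over 0.1, replicate numbers were not taken to pair the libraries. Deviations from the group means correlated at -0.33 to 0.34 between libraries with the same number, over 0.1 in 19 of 45 pairs overall. With the replicate block, infected T/A against A/A, whose libraries were taken as paired, gave 100 calls, 94 of them among the 215. It changed no other reported call in the 3 comparisons taken as paired. With the GC correction added it gave 0 there (limma; 1443 at an unadjusted p under 0.05) and turned the autophagy median to 0.053, and with thinned reads 1. In comparisons without pairing, infected T/A against both homozygotes gave 0 and the A/A interaction 54 (29 higher, 25 lower), and the other 8 counts stayed within 1.5 times. Cxcl10 (1.67) and Sqstm1 (0.62) were called with the block for infected A/A against T/T.

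With each library left out in turn, calls ranged from 8488 to 9181 for infection in T/T, 8087 to 8539 in T/A and 8693 to 8919 in A/A. They ranged from 2 to 360 for mock T/A against T/T, 87 to 1171 for mock A/A against T/T, 0 to 31 for mock T/A against A/A, 117 to 1913 for infected T/A against T/T, 2988 to 5106 for infected A/A against T/T and 0 to 304 for infected T/A against A/A. For T/A against both homozygotes they ranged from 0 to 102 in mock and 0 to 264 in infected cells, and for the interactions from 0 to 491 (T/A) and 5 to 849 (A/A).

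Among list medians, the GC correction turned the interferon list in mock T/A against both homozygotes to 0.0036, the autophagy list in infected T/A against A/A to 0.053 and in the A/A interaction to -0.094, and thinning turned the autophagy list in infected T/A against both homozygotes to 0.0044. Camera calls were gained for the inflammatory list in mock A/A against T/T (0.13) and infected A/A against T/T (0.49) with only the groups compared, and for the inflammatory (0.52) and interferon (0.36) lists in infected A/A against T/T under quantile normalization. With a library left out, the medians whose call or direction changed ranged as follows. For the inflammatory list they ranged from 1.26 to 2.67 for infection in T/A, from 0.075 to 0.26 for mock A/A against T/T, from -0.12 to 0.27 for infected T/A against T/T and from -0.40 to -0.047 for infected T/A against both homozygotes. For the interferon list they ranged from -0.69 to -0.040 for infection in T/T, from -0.37 to -0.096 for infection in T/A, from -0.30 to 0.11 for mock T/A against T/T and from -0.47 to -0.013 for mock A/A against T/T. Other interferon medians ranged from 0.065 to 0.24 for mock T/A against A/A, from -0.68 to 0.057 for infected T/A against T/T, from 0.058 to 0.63 for infected A/A against T/T and from -0.12 to 0.096 for mock T/A against both homozygotes. Other interferon medians ranged from -0.39 to 0.24 for infection response T/A against T/T and from 0.46 to 1.04 for infection response A/A against T/T. For the autophagy list they ranged from -0.13 to -0.045 for mock T/A against A/A, from -0.19 to 0.0087 for infected T/A against A/A and from -0.048 to 0.052 for infected T/A against both homozygotes.

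Of 129 gene results, the fits on all contrasts lost 0 to 25 of 97 calls, most with only the groups compared. The block joined with either correction lost 7 of the 7 calls it covered. Directions turned for Ifit1 in infection of T/T with library weights (-0.42) and T/T infected replicate 2 alone (-1.13), and for Sqstm1 in infection of A/A under quantile normalization (0.032). For infected T/A against T/T, none of whose fixed genes was called, they turned for Nos2 with edgeR (0.013) and DESeq2 (0.0037), Ifnb1 with edgeR (-0.38) and DESeq2 (-0.38), Ifit1 (0.22) and Cxcl10 (0.44) with library weights, Ifit1 (1.53), Cxcl10 (1.92) and Atg16l1 (-0.0081) with T/T infected replicate 2 alone, and Map1lc3b after the GC correction (-0.024). Map1lc3b also turned for infected A/A against T/T (-0.088) after it. With a library left out, directions also turned for infected T/A against T/T in Tnf (-0.36 to 0.59), Il1b (-0.38 to 0.35), Nos2 (-0.27 to 0.30), Ifnb1 (-1.21 to 1.40), Ifit1 (-1.10 to 0.29), Cxcl10 (-1.08 to 0.59), Sqstm1 (-0.025 to 0.33); for infected A/A against T/T in Ifit1 (-0.073 to 1.31). The A/A infected libraries were the shallowest infected ones, at 18.1 ± 2.07 M reads (SD, n = 3), while T/T infected replicates 1 and 3 held the most genes at 0, 859 and 1182. Thinning to equal depth moved 2 counts by over 1.5 times without the block, those of infected T/A against both homozygotes and of the A/A interaction.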

Other observations

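The tests of explanations and of other splits in this part were chosen only after the results were seen, as were the GC correction, the thinned reads and the fits that join either with the replicate block, while TMM and quantile scaling were set earlier as alternatives. The patterns were found and tested on the same libraries and are hypotheses.

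Macrophage genes were lower and genes of other cell types higher 2 hours after inoculation. The macrophage list changed by a median of -3.77 in T/T, -3.40 in T/A and -2.82 in A/A, with 10 of 10 genes lower in each. In T/T, Lyz2 went from 766006 ± 276242 to 54668 ± 14377 normalized counts and Acta2, a stromal gene, from 21483 ± 4756 to 140895 ± 15701 (SD, n = 3). Scaling is argued against, as the macrophage median closest to 0 under TMM or quantile scaling was -2.57. Depth is argued against too, as it was -2.78 after thinning. A lower share of macrophages among the infected cells may be the cause. It needs genes of all other types to rise alike, and 15 of 15 medians of such lists rose. In T/T, T/A and A/A the medians were 2.85, 3.50 and 3.70 for stromal genes, 3.08, 3.84 and 4.17 for neutrophil genes, and 1.76, 1.93 and 2.95 for dendritic cell genes. They were 1.10, 1.63 and 1.95 for lymphocyte genes and 2.33, 2.51 and 3.56 for the 2 erythroid genes. Single genes went the other way in T/T, with Cd4 at -4.30, Cd79b at -3.22 and Mmp8 at -2.64, and Cd74 went from 7609 ± 985 to 3863 ± 1039 normalized counts (SD, n = 3). Mock macrophage cultures already held 9 of the 10 stromal, 4 neutrophil, 3 dendritic cell and 3 lymphocyte genes at 100 normalized counts or more, and 0 erythroid genes, so these lists do not read other cell types alone. Cell cycle genes rose by medians of 2.14, 2.88 and 2.81, and Xist changed by -0.81, -0.40 and -0.94. A lower share of macrophages and a change of expression within macrophages cannot be told apart, because 4 of the 5 lists hold genes that mock cultures express and members of the neutrophil, dendritic cell and lymphocyte lists went both ways.

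Wdfy1 was higher in T/A and A/A than in T/T. GC content is argued against for these rises, since the smallest after the correction was 1.56. It is argued against for the step from T/A to A/A as well, since the difference of T/A from A/A grew with the correction. It went from -0.89 to -0.953 in mock cells (SE 0.13), where it was called after the correction and not as reported. In infected cells it went from -0.74 to -0.887 (SE 0.13, with the replicate block), although its call was lost. A variant linked to the edited locus may also raise it. Wdfy1 and Atg16l1 lie on chromosome 1 with 65 protein-coding genes between them (GRCm38.p6, RefSeq). Of 70 other tested genes at most as far from Atg16l1 in gene order, limma called 1 in mock T/A and 3 in mock A/A against T/T, or 1.43% and 4.29%, where 1.19% and 3.07% of all genes were called. In infected T/A 0 were called, where 3.48% of all genes were, and in infected A/A 13, or 18.6%, where 31.4% of all genes were. An effect of the Atg16l1 allele and of a linked variant cannot be told apart, because the genotype groups confound both.

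Mock A/A cells were lower than T/T in 406 genes. Depth is argued against, with 455 genes called in that contrast after thinning. Fewer stromal cells in the A/A mock cultures are a candidate explanation, as 10 of 10 stromal genes were lower, 3 of them called. The same 10 were also lower in T/A. Of the 406 genes, 97.0% were called higher with infection in T/A by limma, against 32.7% of all genes. Lower expression per cell in A/A stays open as untested.

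T/T infected replicates 1 and 3 held more genes at 0 than the other infected libraries. Of 12694 genes with a mean of at least 20 in T/A and A/A infected cells, 246 and 439 were at 0 there, 13 in replicate 2 and at most 16 in a T/A or A/A infected library. Depth is argued against, as after thinning the expected numbers of genes at 0 among all genes were 950 and 1269 in replicates 1 and 3 and 38.9 to 171 in the 7 other infected libraries, so the lower of the former was 5.56 times the highest of the latter. The A/A infected libraries had fewer reads, 15.9 to 19.9 M against 32.6 and 28.2 M, and held 34 to 87 genes at 0. A candidate explanation is loss of RNA molecules before sequencing, which would strike partly different genes in each library. Of the genes at 0 in replicate 1, 61.8% were above 0 in replicate 3, and 78.6% the other way around. At 0 in both were 94 genes, where independent losses would give 8.51, and the reason for that excess was not tested.

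The calls between T/A and A/A infected cells may come from GC content, since limma called 0 genes once each library's trend on GC was removed, with and without the replicate block. With the block 3132 genes were at an unadjusted p under 0.05 before the correction and 1443 after it. Of the 1443, 917 were among the 3132 with the same sign. Before the correction and without the block limma called 215, with 3098 at an unadjusted p under 0.05; edgeR called 14 and DESeq2 1359. On libraries simulated for infected A/A against T/T, the correction took 55 calls made by a GC trend to 0. That trend was built from the same GC values, so this checks the correction alone. It does not show what made the calls between T/A and A/A. Depth is argued against as the cause of the GC trend, because after thinning the fold changes still followed GC content (rho = -0.68 across genes, which are not independent replicates). Depth is argued against for the genes at an unadjusted p under 0.05 too, with 3067 after thinning and 3132 before it in the fit with the block, 2850 of them the same genes with the same sign. For the calls it stays open. Without the block thinning left 206 calls, 189 of them among the 215, but with the block it gave 1 where the block alone gave 100, although Mrps18c, for example, stayed at 1.07. Uneven depth and the smaller number of reads left by thinning cannot be told apart for these calls, because thinning changes both. GC content is argued against as the whole cause of the calls between A/A and T/T infected cells, as 2797 calls were made after the correction and 2126 of the 4607 were kept with the same sign. A difference between genotypes stays open as untested in both.

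Other splits of the same libraries cannot exclude chance where 3 libraries are set against 3, because 10 splits never give a share under 0.1. For infection in each genotype, mock T/A and A/A against T/T, and the infected genotype pairs, 1 of 10 splits gave as many calls, the labelled one. The replicate numbers were taken to pair the libraries for infection in T/T, infection in T/A and infected T/A against A/A. There 4 of the 10 splits part all 3 pairs, and 1 of these 4 gave as many calls; the other 6 part 1 pair. For mock T/A against A/A, where limma called 0 (462 at an unadjusted p under 0.05; edgeR 0, DESeq2 17), 10 of 10 did, and for mock T/A against both homozygotes, where limma also called 0 (708 at an unadjusted p under 0.05; edgeR 5, DESeq2 86), 100 of 100 drawn splits did. A count of 0 is reached by every split, so these say nothing about chance. For infected T/A against both homozygotes 15 of 100 drawn splits gave as many, so chance cannot be excluded.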
